A study of Mus musculus with 6 samples. Its data were reported in "Single-cell analysis reveals differences among iNKT cells colonizing peripheral organs and identifies Klf2 as a key gene for iNKT emigration" (2022).

How the data were processed

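The data are single-cell RNA profiles of mouse invariant natural killer T (iNKT) cells, a T cell lineage that recognises lipids on CD1d, from liver, spleen and lymph node. Each organ has 2 libraries, so the 6 libraries form 3 groups with n = 2. Per the labels, the mice were C57BL/6 and 5 weeks old, and the cells were depleted of CD8 and B220 positive cells and sorted with an antibody to TCR-β and a CD1d tetramer. The labels give neither the sex of the mice nor a batch, and do not say how many mice went into a library. They also name the molecule as nuclear RNA, which was not settled here.

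The authors made 10x Genomics Chromium 3′ v2 libraries and used Cell Ranger 3.1.0 to align reads to mm10, collapse molecular identifiers and select cell barcodes. The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, with no normalization. The deposited barcode and gene lists hold other values, namely cell barcodes and gene identifiers with symbols. All libraries list the same 27998 genes. The version of the gene annotation behind the matrices is not stated. Locations were therefore taken by Ensembl identifier from GENCODE vM21 (GRCm38, the assembly also called mm10), which held 27645 (98.7%) of the genes.

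Cells were filtered with the limits the study gives. Barcodes with under 300 genes (2 barcodes), over 4000 genes (10) or over 15% mitochondrial UMIs (45) were left out, 55 barcodes in all because some failed more than 1 limit. The planned mark of a doublet was Xist together with a Y-chromosome gene. It could not occur here, since each library held only one of the 2, so the main setting removed no doublets. As an alternative, the 2% of cells of each library with the highest Scrublet doublet score (331 cells) were left out. Of the 16587 barcodes, 16532 remained (5662 liver, 5384 spleen and 5486 lymph node). Genes whose symbols mark them as ribosomal proteins, ribosomal RNA or haemoglobin were left out (187 genes with 24.0% to 35.0% of the UMIs of a library). Genes without such a symbol stayed, whatever the source of their reads.

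Cells of all 6 libraries were clustered together with scanpy 1.11.5 and leidenalg 0.10.2. Counts were log-normalised, UMI count and mitochondrial share were regressed out, and 20 principal components of 3000 variable genes and 20 neighbours were used at Leiden resolution 0.5. Clusters were named only from lists of markers, for iNKT1-like, iNKT2-like, iNKT17-like, recent thymic emigrant-like (RTE-like), Ifit-like (interferon response), Gzma-like, cycling, NF-kB-like, B-cell-like, myeloid-like and other cells. The lists, the genes to be named, the tests and the alternatives were fixed before the data were examined. The thresholds of the naming rule were set after the clusters had been seen, although before any organ comparison was run. A cluster took the name of a class other than iNKT1-like or iNKT2-like when the median log2 fold of its markers over all other cells was at least 1 and at least 3 of them were 2-fold up. Other clusters were called iNKT1-like where the median of that class's markers was above 0. A cluster left without a name and with at least 500 cells was clustered again, and its parts were named iNKT1-like or iNKT2-like at a median of at least 0.5 against the remainder of the cluster. A demand for 3 markers 2-fold up in these parts was dropped after its effect on the iNKT2-like part had been seen. Cluster 3 (2845 cells, 1338 and 1355 of them from the lymph node libraries) was split this way into an iNKT1-like sub-cluster of 1149 cells, an iNKT2-like one of 777 cells and one of 919 cells that stayed without a name. Leading genes of the whole cluster included the immediate early genes Dusp1 and Nr4a1 and the Y-chromosome gene Eif2s3y. Cells without a name made up 0.846% of liver, 1.26% of spleen and 15.6% of lymph node cells. The names were rebuilt here and need not match those of the study.

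The unit of every test was the library, since cells of 1 library are not replicates. UMIs were summed per library over all cells, over iNKT1-like cells and over iNKT17-like cells. Sums of under 10 cells were not used. The 3 organs were compared in pairs with edgeR 4.0.16 in R 4.3.3 (filterByExpr with its minimum count of 10, TMM, estimateDisp, robust glmQLFit and glmQLFTest). All 6 libraries entered 1 fit with organ as the only term. A gene was called at a Benjamini-Hochberg adjusted p below 0.05, and folds are log2 of the organ named first over the organ named next. The difference between the classes in an organ effect was tested as an interaction of class and organ, with library as a block. Numbers of cells per class were tested with edgeR over 10 classes (adjusted within these), and by an exact permutation of the F statistic over the 15 ways to split 6 libraries into 3 pairs. Such a test cannot give a p below 0.0667, and a comparison of 2 libraries with 2 cannot give one below 0.333.

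A circulatory list of 7 genes and a residency list of 17 genes, both named by the study, were tested with camera of limma 3.58.1 (preset correlation 0.01), adjusted over 12 tests. The rank of Klf2 among genes by correlation with Ccr7 was computed across cells of each library, each cell thinned to 1000 UMIs, among genes seen in at least 5% of the cells. The 1075 cells with under 1000 UMIs were left out of that ranking. Lists of 12 immediate early genes and 10 heat shock genes were written for the closing section. Levels are summed UMIs scaled to a fixed library total (CPM), with SD over n = 2 libraries.

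The genes named in each comparison were the 3 with the largest fold in each direction that were called, had a mean of at least 50 CPM over the 4 libraries compared and showed no overlap between the organs. Receptor genes of T and B cells were passed over. The rule also took in 34 genes that the study discusses. The text gives a part of these in full and the others as counts. Some genes of the lists are not reported here by name. A gene with no UMI in an organ has a fold only as a bound against 3 counts, and one with 1 to 3 UMIs has a ratio with an exact 95% interval that covers counting error alone.

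For a comparison at equal cell numbers, as many cells per library of both classes were drawn 20 times as the library holds of the smaller class (from 26 to 722 cells). The plan had named the iNKT17-like number alone, but lymph node has fewer iNKT1-like than iNKT17-like cells. The test was run on simulated data with 200 genes changed 2-fold. In all cells it called 147 of them between liver and spleen, 143 between liver and lymph node and 144 between spleen and lymph node, with 11, 7 and 8 false calls. In iNKT17-like cells it called 79, 131 and 132 of 200, and the test of the interaction called 13, 22 and 19, so that most differences between the classes of this size would be missed. A simulation with no change between lymph node and the other organs was drawn 20 times to see how often both comparisons against the shared lymph node libraries call a gene the same way.

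Alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, a fit of only the 4 libraries compared, no cell filter, all genes kept, libraries thinned to one total, other cluster settings, other set tests and leaving out each library. Alternatives chosen after seeing the data were the whole of cluster 3 as iNKT1-like, cluster 3 left out of that class, its unnamed part counted in that class, and the RTE-like class without cluster 10. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.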

Results

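The libraries held the transcriptomes of sorted iNKT cells of liver, spleen and lymph node, with 2 libraries per organ. The total was 11086603 and 9041008 UMIs in the liver libraries, 5433779 and 5024085 UMIs in the spleen libraries and 5132896 and 4768016 UMIs in the lymph node libraries. The median UMIs per cell were 3592 and 2880 in liver, 1724 and 1554 in spleen, and 1730.5 and 1470 in lymph node. The median genes per cell were 1388 and 1182 in liver, 859 and 789 in spleen, and 867 and 800 in lymph node. After filtering, the libraries held 2801 and 2861 liver cells, 2729 and 2655 spleen cells, and 2638 and 2848 lymph node cells.

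The labels do not give the sex of the mice, so genes of the sex chromosomes were counted in each library. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, GRCm38) had 10404 and 8692 UMIs in the liver libraries, 5401 and 5858 in the spleen libraries and 0 in both lymph node libraries. It was at least 3545.5-fold higher in liver and at least 3702-fold higher in spleen than in lymph node. The Y-chromosome genes had 1365 and 1582 UMIs in the lymph node libraries and 0 in the other 4 libraries. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) was at least 851-fold higher in lymph node than in liver and at least 480.5-fold higher than in spleen. Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) was at least 622.4-fold and 351.4-fold higher. These bounds cover counting error alone. Every comparison with lymph node below is thus also a comparison of libraries without Xist and with Y-chromosome RNA against libraries with Xist and without it.

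Across 10174 genes, the Spearman correlation of log2 CPM was 0.990 between the liver libraries, 0.987 between the lymph node libraries and 0.985 between the spleen libraries (mean 0.987 ± 0.0023, SD of 3 pairs). The 12 pairs of libraries from different organs had a mean of 0.947 ± 0.017 (SD), and the highest of them (0.970) was below the lowest pair of replicates. With only the 3000 most variable genes, the means were 0.959 for replicates and 0.809 between organs. Genes are not independent replicates, so these values were not tested.

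The next comparison asked how the classes of iNKT cells are spread over the organs. iNKT1-like cells, marked by Tbx21, Il2rb and receptors of natural killer cells, made up 70.8% ± 6.31 of liver, 67.6% ± 2.16 of spleen and 24.7% ± 0.985 of lymph node cells (SD, n = 2 each; edgeR adjusted p 0.000172). Clustering without regression gave 13.9% iNKT1-like cells in liver. The share of lymph node depends on cluster 3. It was 4.59% without the iNKT1-like sub-cluster, 40.0% with the unnamed sub-cluster (adjusted p 0.0469) and 53.7% with the whole of cluster 3, where no difference between organs was called (adjusted p 0.341). In the exact permutation test, 3 of the 15 splits of the libraries gave an F statistic as large for the iNKT1-like class (p 0.2). iNKT17-like cells, marked by Il23r and Ccr6 among others, made up 1.08% ± 0.209 of liver, 1.72% ± 0.466 of spleen and 34.1% ± 2.25 of lymph node cells (SD, n = 2; edgeR adjusted p 8.11e-14). RTE-like cells, marked by Ccr7, S1pr1 and Klf2 among others, made up 3.06% ± 1.15 of liver, 19.0% ± 2.13 of spleen and 4.55% ± 0.272 of lymph node cells (SD, n = 2; edgeR adjusted p 3.36e-08). Gzma-like cells made up 6.21% ± 0.806, 2.75% ± 0.420 and 0.614% ± 0.225 (SD, n = 2; edgeR adjusted p 1.43e-07). With 10 principal components the RTE-like share was 14.5% ± 2.83 of liver and 17.5% ± 1.63 of spleen, and with cells thinned to 1000 UMIs it was 13.1% ± 3.34 and 16.95% ± 0.496 (SD, n = 2), so the gap between liver and spleen depends on the clustering. At resolution 0.3 the RTE-like share was 0.110% of spleen. The cluster named Gzma-like there (20.9% of spleen and 8.36% of liver) also had raised RTE-like markers (median log2 fold 1.63, with Ccr7 and Klf2 among its 10 leading genes), so these shares do not compare the 2 classes. Without regression the Gzma-like share of liver was 66.4%. For the iNKT17-like, RTE-like and Gzma-like classes only the real split of the 15 gave an F statistic as large, which is the smallest p the exact permutation test can give (0.0667).

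Ifit-like cells, marked by interferon-response genes, made up 2.93% ± 0.855 of liver, 3.24% ± 0.798 of spleen and 3.58% ± 0.787 of lymph node cells, a difference within the spread of replicates (SD, n = 2; edgeR adjusted p 0.746; 7 of 15 splits as large). Cycling cells made up 3.55% ± 0.621, 2.74% ± 1.08 and 2.55% ± 0.171 (SD, n = 2; edgeR adjusted p 0.458; 2 of 15 splits as large). NF-kB-like cells made up 10.9% ± 1.96 of liver, 1.33% ± 0.289 of spleen and 0.513% ± 0.0793 of lymph node cells (SD, n = 2; edgeR adjusted p 2.83e-11). iNKT2-like cells, found only by clustering cluster 3 again, made up 0.211% ± 0.197, 0.294% ± 0.310 and 13.7% ± 2.06 (SD, n = 2; edgeR adjusted p 4.48e-12; 2 of 15 splits as large, p 0.133). In the main setting only cluster 3 could give this name, and 1338 and 1355 of its 2845 cells came from the lymph node libraries. The low shares of liver and spleen were thus largely fixed by the naming rule, and the p values are not evidence for them. The study counted its proliferating clusters as iNKT2 cells, which this name does not cover. No cells took this name at resolution 1.0 or without regression. At resolution 1.0, however, an unnamed cluster of 801 cells had raised iNKT2-like markers (median log2 fold 1.2 over all other cells). Its leading genes included Ccl1, Nrgn and Pdcd1, as did those of the iNKT2-like part of cluster 3. The naming rule gave the name iNKT2-like only to parts of a cluster, so such cells may be present there without the name. B-cell-like and myeloid-like cells were 0.369% ± 0.219 of liver, 0.0550% ± 0.0777 of spleen and 0.107% ± 0.0973 of lymph node cells (SD, n = 2). The clusters behind the iNKT1-like class each came mostly from 1 organ. Genes that differ between organs therefore helped to form these clusters, and only the classes are compared here.

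**Figure D1:**
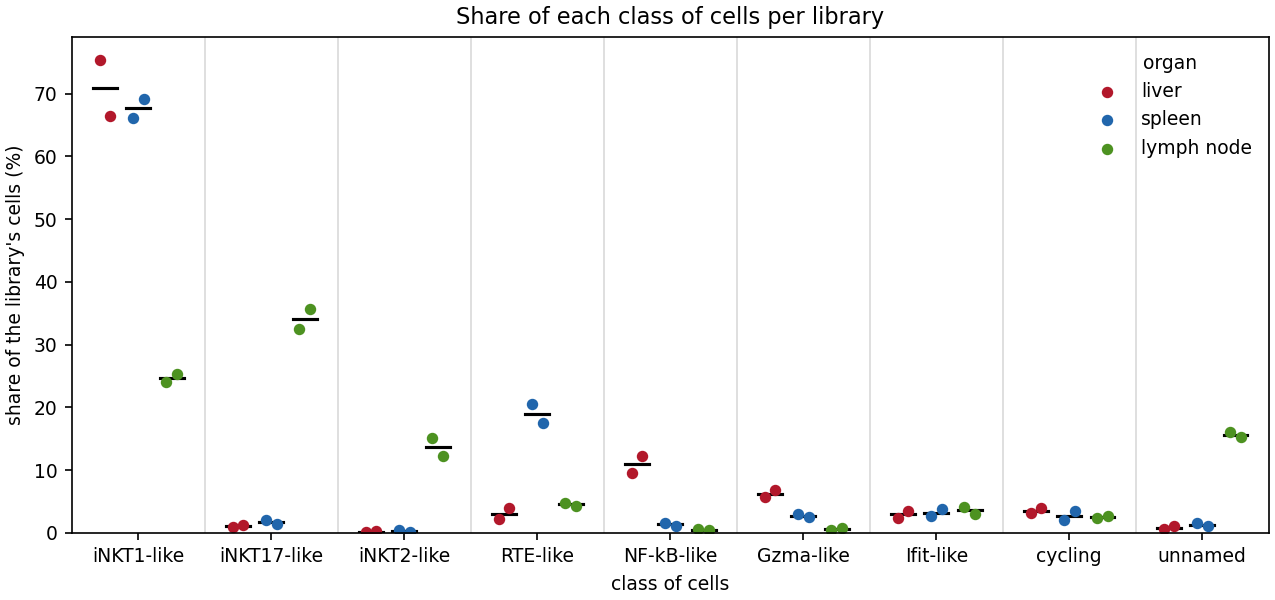
Share of each class among the cells of a library (percent, y axis), with 1 point per library, coloured by organ, and a black line at the mean of the 2 libraries. The iNKT17-like share was 32.5% and 35.7% in the lymph node libraries and at most 2.05% in the other libraries.

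Between organs, genes were called from the summed UMIs of all cells. Between liver and spleen 2620 of 10174 genes were called (1296 higher in liver, 1324 lower), between liver and lymph node 3828 (1834 higher in liver, 1994 lower), and between spleen and lymph node 1864 (812 higher in spleen, 1052 lower). A change of at least 2-fold was seen in 568, 1323 and 766 of these. The alternative that moved these counts most was DESeq2, with 1422 genes between liver and spleen and 1125 between spleen and lymph node. Of the 34 genes that the study discusses, 24 were called between liver and spleen, 27 between liver and lymph node and 23 between spleen and lymph node. Adjusted over the list alone, the numbers were 25, 27 and 23, which is not independent evidence since the study chose these genes on the same libraries.

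The largest folds in liver over spleen, by the rule for named genes, were those of Gzmb, AY036118 and Bcl2. Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260, granzyme B) had 182 ± 41.0 CPM in liver, 8.83 ± 3.85 in spleen and 6.20 ± 1.03 in lymph node (SD, n = 2), with a log2 fold change of 4.34 between liver and spleen (SE 0.219, adjusted p 4.78e-11) and 4.87 between liver and lymph node (adjusted p 1.41e-12). AY036118 (ENSMUSG00000105361, chromosome 17, 39847113 to 39848035) had 188 ± 35.4 CPM in liver, 19.6 ± 1.80 in spleen and 22.3 ± 1.35 in lymph node (SD, n = 2; log2 fold change 3.26 for liver over spleen, SE 0.158, adjusted p 4.65e-16). It lies inside Gm42418 (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788), so the values of these genes are not independent of each other. Neither has a symbol by which ribosomal RNA was left out. Whether their UMIs come from ribosomal RNA was not tested, so their folds here and below need not be changes of a cell's own programme. Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274) had 637 ± 178 CPM in liver, 92.8 ± 4.73 in spleen and 65.4 ± 3.48 in lymph node (SD, n = 2; log2 fold change 2.78 for liver over spleen, SE 0.157, adjusted p 1.13e-10). The largest folds in spleen over liver were those of Rgcc, Lmo4 and Timp2. Rgcc (ENSMUSG00000022018, chromosome 14, 79288756 to 79301645) had 27.4 ± 2.02 CPM in liver and 85.9 ± 19.1 in spleen (SD, n = 2; log2 fold change −1.64, adjusted p 2.45e-09). Lmo4 (ENSMUSG00000028266, chromosome 3, 144188530 to 144205220) had 187 ± 11.2 CPM in liver and 562 ± 12.2 in spleen (SD, n = 2; log2 fold change −1.59, adjusted p 2.24e-11). Timp2 (ENSMUSG00000017466, chromosome 11, 118301069 to 118355740) had 33.5 ± 3.92 and 80.6 ± 1.12 CPM (SD, n = 2; log2 fold change −1.27, adjusted p 2.33e-08).

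Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656), a transcription factor that the study ties to emigration, had 148 ± 14.6 CPM in liver, 333 ± 20.9 in spleen and 166 ± 22.4 in lymph node (SD, n = 2). Its log2 fold change was −1.17 between liver and spleen (adjusted p 1.14e-08), −0.17 between liver and lymph node (adjusted p 0.296) and 1.00 between spleen and lymph node (adjusted p 1.05e-07). Klf2 is a marker of the RTE-like class, whose share is also highest in spleen, so these values are not independent of that share.

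Against lymph node, Fos, P2rx7, Gimap7, Ccr6 and Tsix are given in full. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) had 10.4 ± 2.87 CPM in liver, 24.7 ± 2.51 in spleen and 576 ± 14.3 in lymph node (SD, n = 2), with a log2 fold change of −5.78 for liver (SE 0.157, adjusted p 2.02e-24) and −4.54 for spleen over lymph node (SE 0.150, adjusted p 9.68e-22). P2rx7 (ENSMUSG00000029468, chromosome 5, 122643911 to 122691432) had 126 ± 9.42 CPM in liver and 6.76 ± 2.60 in lymph node (SD, n = 2; log2 fold change 4.22, SE 0.198, adjusted p 2.43e-17). Gimap7 (ENSMUSG00000043931, chromosome 6, 48718621 to 48724636) had 430 ± 51.9 CPM in spleen and 53.9 ± 0.0830 in lymph node (SD, n = 2; log2 fold change 3.00, SE 0.139, adjusted p 9.77e-18). Ccr6 (ENSMUSG00000040899, chromosome 17, 8236043 to 8257141) had 1.45 ± 0.429 CPM in liver, 2.16 ± 1.41 in spleen and 112 ± 10.2 in lymph node (SD, n = 2). Its log2 fold change was −6.23 for liver and −5.65 for spleen over lymph node, and −6.56 without spleen replicate 1. Ccr6 is a marker of the iNKT17-like class, and its level moves with that share. Tsix (ENSMUSG00000085715, chromosome X, 103431517 to 103484957), which overlaps Xist, had 908 UMIs in the spleen libraries together and 1 UMI in the lymph node libraries, a ratio of 896 (exact 95% interval 160 to 35415).

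**Figure D2:**
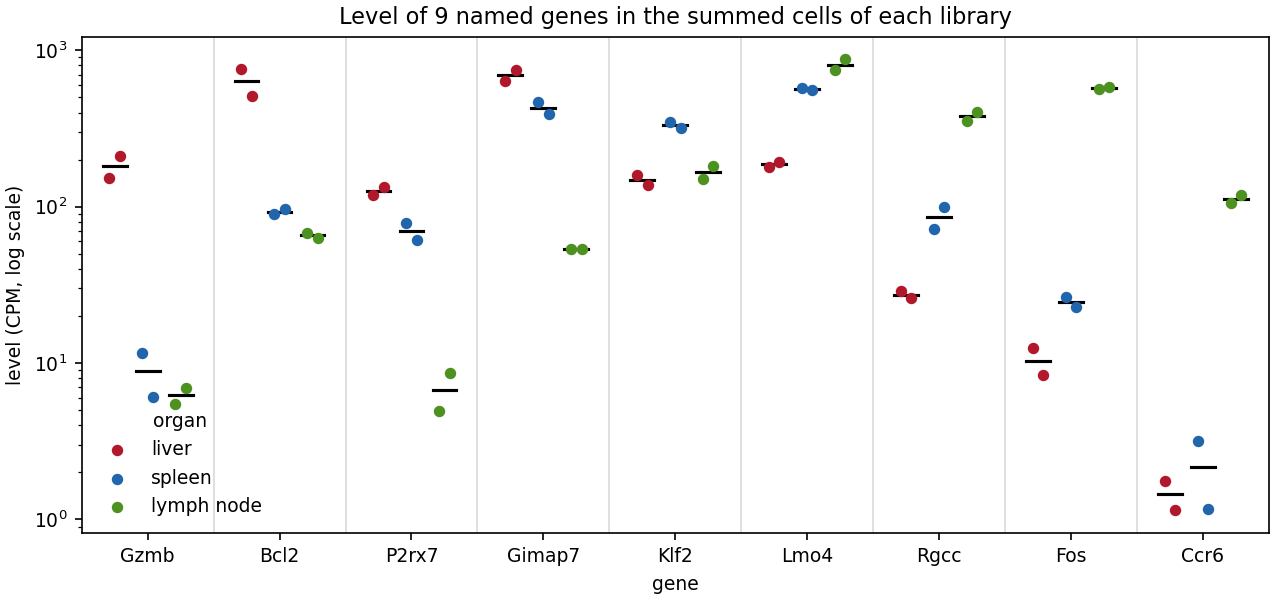
Levels of 9 named genes in the summed cells of each library (CPM, y axis on a log scale), with 1 point per library, coloured by organ, and a black line at the mean of the 2 libraries. Mean levels of Fos ran from 10.4 CPM in liver to 576 CPM in lymph node, and those of Gzmb from 6.20 CPM in lymph node to 182 CPM in liver.

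Whether iNKT1 cells differ between organs was asked with the iNKT1-like cells alone. Of 9147 genes, 2188 were called between liver and spleen (1100 higher in liver), 1883 between liver and lymph node (810 higher in liver) and 687 between spleen and lymph node (224 higher in spleen). Without the iNKT1-like part of cluster 3 the counts against lymph node fell to 578 for liver and 235 for spleen, and with the whole of cluster 3 in the class they rose to 3146 and 1492. The count between liver and spleen fell most when each library was thinned to one total (755) and with DESeq2 (783). The share of calls that were higher in the organ named first was 50.3%, 43.0% and 32.6%, and with DESeq2 it was 38.3%, 32.7% and 22.4% (300 of 783, 318 of 972 and 80 of 357 genes). Without the iNKT1-like part of cluster 3 it was 49.0%, 51.9% and 48.9%, and with the whole of cluster 3 it was 49.4%, 48.1% and 43.4%. The balance against lymph node thus depends on cluster 3. Gzmb (log2 fold change 5.27, adjusted p 2.93e-38), AY036118 (3.37, adjusted p 6.85e-41) and Bcl2 (2.76, adjusted p 1.14e-42) again had the largest folds in liver over spleen. Bcl2 had 830 ± 180 CPM in iNKT1-like cells of liver, 123 ± 7.52 in those of spleen and 153 ± 23.1 in those of lymph node (SD, n = 2). Ikzf2 (ENSMUSG00000025997, chromosome 1, 69531214 to 69687245) had 119 ± 12.1 CPM in liver and 337 ± 19.6 in spleen (SD, n = 2; log2 fold change −1.50, SE 0.126, adjusted p 2.44e-22). Gm12166 (ENSMUSG00000069899, chromosome 11, 46051354 to 46052321) had 29.4 ± 10.3 and 75.3 ± 0.312 CPM (SD, n = 2; log2 fold change −1.39, adjusted p 1.86e-11). Nutf2 (ENSMUSG00000008450, chromosome 8, 105860580 to 105879330) had 37.4 ± 18.5 and 94.1 ± 10.6 CPM (SD, n = 2; log2 fold change −1.37, adjusted p 0.0154). Its log2 fold change was −1.95 without liver replicate 2, and it was not called with DESeq2 (adjusted p 0.0595) or at resolution 0.3 (0.108, the highest adjusted p over its alternatives).

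Against lymph node, Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) had 95.6 ± 16.6 CPM in iNKT1-like cells of liver and 8.20 ± 2.96 in those of lymph node (SD, n = 2; log2 fold change 3.54, SE 0.315, adjusted p 8.88e-21). Art2b (ENSMUSG00000030651, chromosome 7, 101576970 to 101585600) had 109 ± 17.9 CPM in those of spleen and 17.9 ± 3.76 in those of lymph node (SD, n = 2; log2 fold change 2.60, SE 0.291, adjusted p 3.36e-10). Gm17056 (ENSMUSG00000090387, chromosome 12, 40198656 to 40201105), annotated as antisense and overlapping Lsmem1, had 1.24 ± 0.190 CPM in liver, 3.58 ± 1.45 in spleen and 109 ± 31 in lymph node (SD, n = 2). The log2 fold change of Gm17056 was −6.38 for liver and −4.89 for spleen over lymph node. Without the iNKT1-like part of cluster 3, Gm17056 was no longer called between spleen and lymph node (adjusted p 0.0602, the highest over its alternatives).

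**Figure D3:**
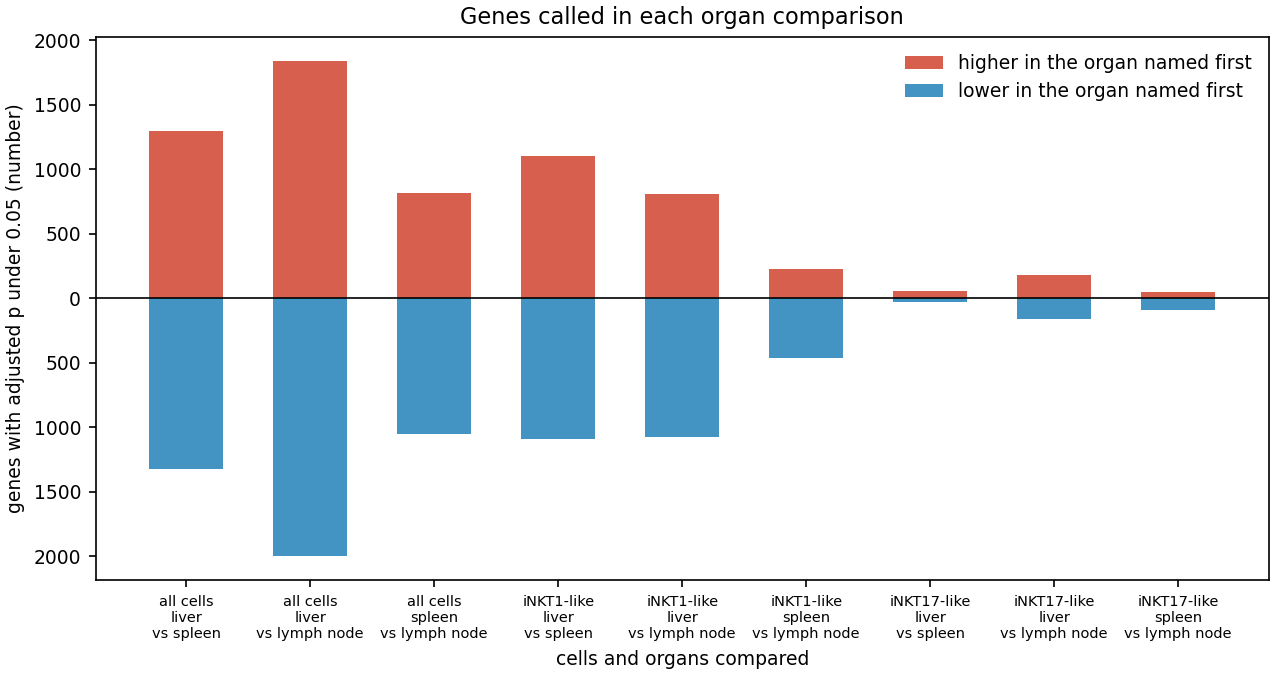
Number of genes called in each organ comparison (y axis), upward for genes higher and downward for genes lower in the organ named first, for all cells, iNKT1-like and iNKT17-like cells. Between liver and lymph node, 3828 genes were called in all cells, 1883 in iNKT1-like cells and 341 in iNKT17-like cells, of 10174, 9147 and 1988 genes tested.

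Whether iNKT17 cells differ between organs was asked in the same way. The iNKT17-like class had 26 and 35 cells in the liver libraries, 56 and 37 in the spleen libraries, and 858 and 1017 in the lymph node libraries. Of 1988 genes, 83 were called between liver and spleen (56 higher in liver), 341 between liver and lymph node (179 higher in liver) and 142 between spleen and lymph node (49 higher in spleen). Against lymph node the counts moved most when each library was thinned to one total, to 135 genes for liver and 45 for spleen. Of the latter 17.8% (8 of 45) were higher in spleen, against 34.5% before thinning. DESeq2 called 39 genes between liver and spleen, and 148 were called with all genes kept. The balance of the calls depends on the filter on low counts. Without it 23.7% of the calls between liver and lymph node were higher in liver (85 of 358, against 52.5% with it), and 15.8% of those between spleen and lymph node were higher in spleen (19 of 120). Il2rb (ENSMUSG00000068227, chromosome 15, 78479256 to 78495271) had 319 ± 55.8 CPM in iNKT17-like cells of liver and 32.8 ± 23.8 in those of spleen (SD, n = 2; log2 fold change 3.15, SE 0.561, adjusted p 3.42e-06, and 4.34 without spleen replicate 1). Gm42418 had a log2 fold change of 3.60 between liver and spleen (adjusted p 1.83e-09), and 2.90 without liver replicate 1. AY036118 had 43 UMIs in the liver and 1 UMI in the spleen libraries, a ratio of 41.0 (exact 95% interval 6.97 to 1655). Plac8 (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245) had 171 ± 69.4 CPM in liver, 82.6 ± 18.6 in spleen and 9.17 ± 1.76 in lymph node (SD, n = 2), with a log2 fold change of 4.20 for liver (adjusted p 4.24e-12) and 3.06 for spleen over lymph node (adjusted p 0.00113). Il2rb and Plac8 are far higher in iNKT1-like cells. From the lymph node iNKT17-like to the iNKT1-like level, Il2rb stood at 34.0% of the way in liver. Plac8 stood at 20.6% in liver and 23.2% in spleen. Misplaced iNKT1-like cells or their RNA thus stay open for these genes.

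Klf2 had 607 ± 155 CPM in iNKT17-like cells of liver, 526 ± 225 in those of spleen and 162 ± 1.45 in those of lymph node (SD, n = 2). The log2 fold change of Klf2 was 1.93 for liver (adjusted p 2.13e-17) and 1.76 for spleen over lymph node (adjusted p 1.93e-13), the latter 1.13 without spleen replicate 1. Eif1ax (ENSMUSG00000067194, chromosome X, 159372178 to 159389928) was lower in iNKT17-like cells of liver than of spleen (log2 fold change −1.57, adjusted p 0.012), and its log2 fold change was −3.36 without liver replicate 1. With 2000 variable genes Eif1ax was not called (adjusted p 0.0541, the highest over its alternatives). Genes with few UMIs in 1 of the organs have only ratios. Hk2 (ENSMUSG00000000628, chromosome 6, 82725025 to 82774454) had 16 UMIs in spleen and 1 in liver, a ratio of 16.8 (exact 95% interval 2.61 to 705). Slc39a1 (ENSMUSG00000052310, chromosome 3, 90248172 to 90253612) had 16 UMIs in spleen and 3 in liver, a ratio of 5.60 (exact 95% interval 1.60 to 30.0), and was not called under 7 alternatives, among them the replicate block (adjusted p 0.0564) and no filter on low counts (0.184). Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) had 407 UMIs in lymph node and 2 in spleen, a ratio of 12.3 (exact 95% interval 3.39 to 102). Klf4 (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) had 379 UMIs in lymph node and 0 in liver, and was at least 8.04-fold higher in lymph node.

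Counts of calls depend on the number of cells, so both classes were also compared at equal cell numbers. Between liver and spleen a median of 54.5 genes was called in iNKT1-like cells (range 22 to 86 over 20 draws; 4.02% of the genes tested) and of 82 in iNKT17-like cells (65 to 86; 4.12%). Between liver and lymph node the medians were 218 (171 to 276; 15.4%) and 322 (311 to 339; 16.2%). Between spleen and lymph node they were 68.5 (49 to 90; 5.04%) and 133.5 (108 to 146; 6.73%). The draws did not match the UMIs per cell. Median UMIs per cell were higher in iNKT17-like than in iNKT1-like cells of every library (4771.5 against 3518 in liver replicate 1), which favours calls in iNKT17-like cells. The median number of genes tested was 1396 in iNKT1-like and 1986 in iNKT17-like cells. Misplaced iNKT1-like cells or their RNA, left open above for Il2rb and Plac8, could also add calls in iNKT17-like cells. At equal cell numbers, but with UMIs per cell unmatched, the median share of genes called was not lower in iNKT17-like than in iNKT1-like cells in any of the 3 comparisons. The ranges of this share over the draws overlapped between the classes in each comparison, and it was lower in iNKT17-like cells in some draws. Between liver and spleen the share ran from 1.559% to 6.176% in iNKT1-like and from 3.276% to 4.328% in iNKT17-like cells. The difference between the classes was tested as an interaction over 9130 genes. It called 14 genes between liver and spleen, 91 between liver and lymph node and 55 between spleen and lymph node (464, 747 and 681 at an unadjusted p under 0.05). The organ folds of the classes were correlated across 1982 genes (Pearson r 0.594, 0.741 and 0.585).

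The study reports more circulatory character in iNKT cells of liver and spleen than of lymph node, most clearly in liver. It also reports high levels of most residency genes in its lymph node clusters. The residency list (17 genes, among them Fos, Junb, Dusp1 and Cd69) had a median log2 fold change of −1.65 between liver and lymph node (camera adjusted p 5.64e-37, 16 of 17 genes lower) and −1.19 between spleen and lymph node (adjusted p 4.65e-49, 16 of 17 lower). Between liver and spleen the median was −0.26 (adjusted p 0.00372), and 0.00 without the AP-1 genes Fos, Jun, Junb and Jund (adjusted p 0.176, within a range up to 0.246 over its alternatives). In iNKT1-like cells, where 16 of the genes were tested, the medians were −1.87, −1.40 and −0.39 in the same order of comparisons (adjusted p 9.3e-86, 2.14e-86 and 1.54e-06). The calls against lymph node held under fry and under an estimated correlation. Of the calls between liver and spleen, that in all cells held under neither, and that in iNKT1-like cells held under fry (adjusted p 0.0191) and not under an estimated correlation (0.0774). In all cells 9 residency genes were called between liver and spleen, 16 between liver and lymph node and 16 between spleen and lymph node, and 10, 16 and 16 adjusted over the list alone. In iNKT1-like cells the numbers were 10, 15 and 15, and 11, 15 and 15 adjusted over the list alone.

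The circulatory list (7 genes, among them Klf2 and S1pr1) had a median log2 fold change of −0.31 between liver and spleen (camera adjusted p 0.0187), −0.02 between liver and lymph node (0.563) and 0.26 between spleen and lymph node (0.00146). The first and the last of these calls held under fry (0.0316 and 0.0156) and not under an estimated correlation (0.219 and 0.138). In iNKT1-like cells the medians were −0.20, −0.30 and −0.10, each with an adjusted p of 0.947. The circulatory list was thus not called higher in liver than in spleen or lymph node, in all cells or in iNKT1-like cells. This differs from the study's statement on liver, which it read from clusters and not from summed cells. In all cells 5, 4 and 3 circulatory genes were called, and as many adjusted over the list alone. In iNKT1-like cells 4, 3 and 0 were called, and 5, 4 and 0 adjusted over the list alone. The study took its signatures from earlier work on CD8 T cells, and the genes used here are those its text names when describing these libraries, so the lists are not independent evidence.

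The study names Klf2 as the gene most associated with Ccr7 within its cluster of RTEs. Among RTE-like cells only, the median rank of Klf2 here was 297.5 (6 to 2537), with 0 of 6 libraries at rank 1. Ccr7 and Klf2 are both markers by which this class was named. Ccr7 was seen in 3.60% to 18.2% of these cells, and the liver libraries held only 63 and 111 of them. This rank therefore cannot decide the statement of the study. The planned ranking used all cells, which is a wider question than that of the study. Across the thinned cells of each library, Klf2 ranked 52 and 1 in the liver libraries, 158 and 1 in the spleen libraries and 1 and 61 in the lymph node libraries, of 2252 to 2575 genes ranked. The median rank was 26.5 ± 61.4 (SD of 6 libraries), and 3 of 6 libraries had Klf2 at rank 1. Ccr7 (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077) was seen in only 0.421% to 2.02% of the thinned cells. With unthinned counts of all cells the median rank was 1 (range 1 to 85).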

Values the study reported

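The study reports 16,587 cells before and 15,317 after quality control, of which 5570 came from liver, 4850 from spleen and 4897 from lymph node. Its limits were 300 and 4000 genes and 15% mitochondrial reads per cell. It gives a Spearman coefficient between replicates of 0.92 for liver, 0.89 for spleen and 0.91 for lymph node. It describes 10 clusters that hold from 123 to 4474 cells.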

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

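The test for RNA of iNKT17-like cells among the lymph node cells called iNKT1-like was chosen only after the result was seen, and so were the regroupings of cluster 3 and the limit by which a set of shares was read as one share (the highest at most 2 times the lowest).

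The organ effect differed between iNKT1-like and iNKT17-like cells for 14 genes between liver and spleen, 91 between liver and lymph node and 55 between spleen and lymph node, by the test of the interaction itself. Between liver and spleen the smallest adjusted p values were those of Crip1 (log2 difference 0.94, adjusted p 2.33e-07) and Ms4a4b (−1.48, adjusted p 2.33e-07). These genes are given for their p values, which were seen first, and not by the rule for named genes. Over all genes the median log2 difference was −0.02, 0.13 and 0.15 in the 3 comparisons, so the differences against lymph node are best read relative to these medians. Without a filter on low counts the test called 11, 89 and 57 genes. It called 13, 134 and 119 with the whole of cluster 3 as iNKT1-like, 11, 65 and 65 without its iNKT1-like sub-cluster, and 18, 90 and 82 with its unnamed sub-cluster. On simulated data the test found only 13, 22 and 19 of 200 genes changed 2-fold, so the counts do not give the extent of the difference.

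Fewer cells and UMIs in the iNKT17-like sums of liver and spleen were tested by drawing equal numbers of cells of both classes from each library. Genes were still called, with a median of 46.5 between liver and lymph node (range 27 to 63 over 20 draws), 6.5 between liver and spleen and 26 between spleen and lymph node. Each draw held all iNKT17-like cells of liver and spleen, so the draws repeat a part of the data and the directions of the genes were not used as evidence. The difference in cell number between the classes therefore does not account for the whole of the pattern, although at equal numbers only 35 of the 91 genes were called again in the median draw. Noise from the few iNKT17-like cells stays in every draw, so the draws cannot exclude it. On simulated data the test of the interaction made 0 false calls between liver and spleen, 0 between liver and lymph node and 1 between spleen and lymph node.

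RNA from other cells was tested in both directions. In the liver cells called iNKT17-like, 20 genes far higher in liver iNKT1-like cells stood at a median of 21.7% of the way to the iNKT1-like level (from 10.6% for Klrc1 to 43.5% for Gimap3). In the spleen the median over 14 genes was 10.3% (from 0.770% for Klrc1 to 24.8% for Gimap4), with 5 genes under 10%. Misplaced iNKT1-like cells or their RNA may add to the pattern in liver, since no gene stood near 0 there, but the shares did not sit at one value, so the test leaves this open. In the lymph node cells called iNKT1-like, 19 genes far higher in iNKT17-like cells stood at a median of 16.3% (from 2.96% for Actn2 to 182% for Dusp1), and 9 of them stood under 10%. The iNKT17-like markers Ccr6, Blk and Sdc1 stood at 3.19%, 4.45% and 4.79%. Such RNA could account for a small part only of genes with larger shares, and the test leaves this open as well.

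If iNKT1-like RNA in the liver iNKT17-like cells were the cause of every gene called between liver and lymph node, these genes would move toward the iNKT1-like level. Only 52.7% (48 of 91) did, with 43 moving away, so RNA from iNKT1-like cells is not consistent with being the cause of all 91 genes. Of the genes called between liver and spleen, 12 of 14 (85.7%) moved toward the iNKT1-like level, as such RNA would have it, and Ms4a4b stood at 32.0% of the way in liver, so this RNA stays open there. Between spleen and lymph node 18 of 55 did. For the genes that moved toward that level, RNA of other cells and a change in the cells cannot be told apart, because the amount of such RNA in the liver droplets is unknown. The sex of the mice, which goes with lymph node against the other organs, stays open for the comparisons with lymph node. Whether the organ itself causes these differences between the classes was not tested, and this stays open too.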

How the results depend on the processing

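The alternatives that regroup cluster 3 (counted whole as iNKT1-like, without its iNKT1-like sub-cluster, or with its unnamed sub-cluster as iNKT1-like) and the RTE-like class without cluster 10 were chosen only after the data had been seen, and the other alternatives were set beforehand.

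For single named genes, 38 results were recomputed under alternatives with all libraries, which gave 432 values. Of these 421 kept their direction and their side of the threshold, 11 became weaker and 0 reversed. Slc39a1 accounts for 7 of the 11, Nutf2 for 2, and Gm17056 and Eif1ax for 1 each. In the fits that each left out 1 library, 122 of 152 values moved by less than the spread between replicates, 30 moved by more and 0 reversed. With 2 libraries per organ, the log2 mean of an organ cannot move by more than this spread when 1 is left out. Apart from differences of the fit, these counts were thus set beforehand and are not evidence that the folds are stable.

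For the other results, 33 in number, alternatives with all libraries gave 237 values. Of these 198 stayed, 26 counts or values without a test moved, 6 became weaker and 7 reversed. In the fits that each left out 1 library, 74 of 96 values stayed and 22 moved. The shares of cells could only stay under the limit used, and the directions of called genes were nearly fixed. This count is therefore not evidence of stability.

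Counts of called genes were lower with DESeq2, which called 1422 and 1125 genes in all cells (liver and spleen, and spleen and lymph node), 783, 972 and 357 genes in iNKT1-like cells, and 39, 172 and 58 genes in iNKT17-like cells (liver and spleen, liver and lymph node, and spleen and lymph node). The main counts were 2620 and 1864, then 2188, 1883 and 687, then 83, 341 and 142. The cause was not tested. With each library thinned to one total, iNKT1-like cells gave 755 and 1238 genes (liver and spleen, liver and lymph node) and iNKT17-like cells gave 135 and 45 (liver and lymph node, spleen and lymph node), where thinning leaves fewer UMIs and fewer genes to test. Clustering without regression gave 1382 genes in iNKT1-like cells between liver and spleen. In iNKT17-like cells between liver and spleen, 45 genes were called without the filter on low counts, 148 with all genes kept and 52 with 2000 variable genes. With the whole of cluster 3 as iNKT1-like the counts against lymph node were 3146 and 1492, without its iNKT1-like sub-cluster 578 and 235, and with its unnamed sub-cluster 1056 between spleen and lymph node. These 3 settings change which lymph node cells are compared. The test of the difference between the classes called 119 genes between spleen and lymph node with the whole of cluster 3, against 55 in the main setting.

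The libraries of different organs share only a number, with no sign of pairing in the data: differences between the replicates correlated across genes at r 0.0982 for liver with spleen, 0.0837 for liver with lymph node and 0.0754 for spleen with lymph node. With the replicate block, 3035, 4140 and 2113 genes were called in all cells, 2453, 2041 and 803 in iNKT1-like cells, and 84, 328 and 128 in iNKT17-like cells.

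The order of the shares of cells depended on the clustering. The iNKT1-like share of liver fell from 70.8% to 57.8% at resolution 1.0, where spleen held 66.0%, to 60.8% with 10 principal components, where spleen held 66.9%, and to 13.9% without regression, so that liver no longer had the highest share. At resolution 1.0, 12.3% of liver and 2.80% of spleen cells had no name, against 0.846% and 1.26% in the main setting. The order there may therefore rest on liver cells left without a name. With the whole of cluster 3 as iNKT1-like the share was 71.7% in liver and 53.7% in lymph node, and no difference between organs was called (adjusted p 0.341, the highest over the alternatives of this share). The RTE-like share of liver rose from 3.06% to 14.5% with 10 principal components and to 13.1% with cells thinned to 1000 UMIs. The RTE-like share of spleen was 0.110% at resolution 0.3, where it was highest in lymph node (3.14%), and the cluster named Gzma-like there (8.36% of liver) also had raised RTE-like markers, so that setting does not compare the 2 classes. The Gzma-like share of liver was 6.05% with 2000 variable genes, below that of spleen. Without regression, where the iNKT1-like share of liver was lowest, its Gzma-like share was 66.4%. The cause was not tested.

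In the lists, an estimated correlation turned 3 calls of all cells weaker: the circulatory list between liver and spleen (median −0.31, adjusted p 0.219) and between spleen and lymph node (0.26, adjusted p 0.138), and the residency list between liver and spleen (−0.26, adjusted p 0.246, and 0.0641 under fry). The residency list of iNKT1-like cells between liver and spleen became weaker too (−0.39, adjusted p 0.0774). Without the AP-1 genes the residency list of all cells between liver and spleen had a median of 0.0035, with the direction lost. The adjusted p ran over the alternatives from 0.00408 to 0.246 for that last result.

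The rank of Klf2 moved from a median of 26.5 to 297.5 among RTE-like cells only. The mean Spearman correlation between replicates moved from 0.987 to 0.980 with all genes and to 0.959 with the 3000 most variable genes, and the cause was not tested.

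In the fits that each left out 1 library, called genes that kept their direction ran from 2617 to 2620, 3825 to 3828 and 1861 to 1864 in all cells, from 2187 to 2188, 1875 to 1882 and 680 to 687 in iNKT1-like cells, and from 83 to 83, 336 to 341 and 140 to 142 in iNKT17-like cells. The genes had been called on the same libraries, so their directions were nearly fixed beforehand. The missing genes were not tested in the smaller fit, except 1 gene of all cells and 1 of iNKT1-like cells that changed direction between liver and spleen. For the organ with the highest share in the main setting, the share ran from 66.4% to 75.3% for iNKT1-like, 32.5% to 35.7% for iNKT17-like, 17.5% to 20.5% for RTE-like, 3.02% to 4.13% for Ifit-like, 5.64% to 6.78% for Gzma-like and 3.11% to 3.98% for cycling cells. The order of organs could change. Without liver replicate 1 the iNKT1-like share of liver (66.4%) was below that of spleen (67.6%). Without lymph node replicate 1 the Ifit-like share of lymph node (3.02%) was below that of spleen (3.24%). The median of the circulatory list ran from −0.40 to −0.22, −0.051 to 0.084 and 0.18 to 0.34 in all cells, and from −0.16 to 0.053, −0.35 to −0.24 and −0.14 to −0.06 in iNKT1-like cells. That of the residency list ran from −0.27 to −0.21, −1.88 to −1.53 and −1.29 to −1.17 in all cells, and from −0.46 to −0.36, −2.04 to −1.69 and −1.40 to −1.24 in iNKT1-like cells. An arm of 1 library allows no test, so these are values only.

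Some alternatives were not run. Without regression a library had under 10 iNKT17-like cells, the setting without a cell filter was run for all cells only, and cells thinned to 1000 UMIs gave no NF-kB-like class. No cells were named iNKT2-like at resolution 1.0 or without regression, although an unnamed cluster at resolution 1.0 had raised iNKT2-like markers (median log2 fold 1.2). The comparison at equal cell numbers was run in the main setting only, and the test of the difference between the classes was not run with a library left out or with other clustering settings. In iNKT17-like cells the liver libraries hold 26 and 35 cells, and 1988 genes could be tested against 10174 in all cells. Among tested genes the simulated test found 79 of 200 between liver and spleen, against 159 in iNKT1-like cells. Against lymph node it found 131 and 132 in iNKT17-like and 109 and 108 in iNKT1-like cells. The test of the difference between the classes found the fewest (13, 22 and 19).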

Other observations

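The tests of clusters that hold only lymph node cells, of stress during preparation, of sex and depth between liver and spleen, of conventional T cells and of CD8 T cells in cluster 10 were chosen only after the result was seen.

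The lymph node libraries have Y-chromosome RNA and no Xist, and the other libraries have Xist and no Y-chromosome RNA, so the sex of the mice in place of organ was tested for the genes called against lymph node. In the same direction against liver and against spleen, 1352 genes were called. Both comparisons use the same lymph node libraries, and in 20 simulated draws with liver and spleen unchanged against lymph node the number was 0 (highest 0). No gene was changed in these draws, and at most 2 genes against liver and 4 against spleen were called. A number of 0 was thus nearly fixed, and the draws cannot show how many of the 1352 genes rest on the shared libraries. Of the 1350 of these genes with a location, 3.78% (51) lie on the X or Y chromosome, against 3.02% of the other tested genes (Fisher's exact test, two-sided, p 0.152). Genes on other chromosomes can also differ with sex, so this share decides nothing. The sex of the mice and the organ cannot be told apart for the comparisons with lymph node, because every lymph node library is of one kind and every other library of the other kind.

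Between liver and spleen the sex of the mice was tested by the Y-chromosome UMIs in the liver and spleen libraries, which were 0 in all 4 of them, while Xist was abundant in each. A difference in sex is thus not a likely source of the 2620 genes called between liver and spleen. The higher UMI totals of the liver libraries (depth) were tested by thinning every library to one total, and 2227 genes were then called. The study gives a narrow range of mean reads per cell over its samples, so these totals need not come from deeper sequencing. A difference in total UMIs therefore does not account for most of these calls in all cells. In iNKT1-like cells, thinned to a lower total, 755 genes were called against 2188, so the point is not settled there. A difference in RNA per cell was not tested, since thinning of summed UMIs cannot show it. Differences in preparation between the organs were not tested, and an effect of the organ stays open.

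Fos, Junb (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718) and Dusp1 (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128) were higher in lymph node than in spleen. If a few clusters that hold only lymph node cells were the cause, classes present in all organs would not show it. In 7 of 7 classes with enough cells (iNKT1-like, iNKT17-like, RTE-like, Ifit-like, Gzma-like, cycling and NF-kB-like) all 3 genes were 2-fold or more higher in lymph node. Stress during preparation of the lymph node cells may also raise these genes. The list of 12 immediate early genes had a median log2 ratio of −2.36 for liver and −2.17 for spleen over lymph node, with 12 of 12 genes lower in both, and −0.11 for liver over spleen. The 10 heat shock genes had a median of −0.40 for spleen over lymph node (8 of 10 lower), 0.34 for liver over lymph node (7 of 10 higher) and 0.88 for liver over spleen (10 of 10 higher). Heat shock genes were thus higher in lymph node than in spleen but not than in liver. Fos, Jun, Junb, Dusp1 and other immediate early genes are also in the residency list. Stress, the sex of the mice and an effect of the organ cannot be told apart here, since the labels describe no preparation that differs within an organ.

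RTE-like cells were compared between organs after summing UMIs per library. Of 3931 genes, 211 were called between liver and spleen, 312 between liver and lymph node and 171 between spleen and lymph node. Without cluster 10 the numbers were 243, 88 and 19 of 3918 genes. Dapl1 (ENSMUSG00000026989, chromosome 2, 59484653 to 59505020) had 448 ± 19.0 CPM in RTE-like cells of lymph node, 5.89 ± 6.60 in those of spleen and 6.61 ± 1.79 in those of liver (SD, n = 2). It was tested whether cluster 10 alone carries this difference, and the lymph node RTE-like cells outside cluster 10 had 0 Dapl1 UMIs, against 128 UMIs in its 174 lymph node cells. Dapl1 was the first leading gene of cluster 10 and helped to form it, so the split was largely fixed by the clustering. A separate kind of cell and a change of Dapl1 in RTE-like cells of lymph node cannot be told apart.

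Whether cluster 10 holds conventional T cells in the lymph node sort was tested on Zbtb16, the transcription factor of iNKT cells. Zbtb16 stood at 28.0 CPM in the lymph node cells of cluster 10, at 69.8 CPM in lymph node cells and 81.5 CPM in spleen cells of cluster 5 (the other RTE-like cluster). Cxcr6 stood at 180, 1064 and 674 CPM and Cd4 at 52.1, 29.1 and 24.6 CPM in the same order. The Zbtb16 value rests on 7 UMIs, and a lower level could also be that of young iNKT cells, so conventional T cells and iNKT cells of another stage cannot be told apart. Cd8b1 was among the 10 leading genes of cluster 10, and the median log2 fold of the CD8 markers (2.72) was about that of the RTE-like markers (2.73). Of its 16 Cd8b1 UMIs, 14 came from 2 of its 9 liver and spleen cells. Conventional CD8 T cells in the lymph node sort (cluster 10) are not a likely source, since its 174 lymph node cells held 2 Cd8a and Cd8b1 UMIs.

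The organ folds of iNKT1-like and iNKT17-like cells were correlated across genes (r 0.594, 0.741 and 0.585). RNA shared by all cells of a library may cause such a correlation. Differences between replicates of one organ, which no organ effect can cause, correlated between the classes at r 0.191 in liver, 0.215 in spleen and 0.419 in lymph node. These values are lower than those between organs but not near 0, and the numbers of cells differ between the organs, so shared RNA and a shared change of the classes cannot be told apart. Genes are not independent replicates, and no p is given.

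Lists of markers of other cell types were summed in each library. The hepatocyte list had at most 2.93 CPM in any library, the B cell list at most 10.9 CPM and the CD8 T cell list 1.67 to 4.60 CPM. The myeloid list had 6.99 to 24.3 CPM in 5 libraries and 101 CPM in lymph node replicate 2. The erythroid list, made up mostly of the haemoglobin genes left out of all tests, had 362 and 583 CPM in the liver libraries and at most 0.210 CPM in the others. No gene of the list for gamma-delta T cells was among those analysed here.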
